A study of Mus musculus with 15 samples. Its data were reported in "SMARCD1 is an essential expression-restricted metastasis modifier" (2024).

How the data were processed

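The data are 15 libraries of 6DT1 cells, a mouse mammary cancer line, described per the labels as ATAC-seq of cells grown as spheroids. ATAC-seq marks open chromatin with a transposase that inserts adapters into accessible DNA, and the reads over a region are taken as its accessibility. There were 5 groups of 3 libraries: empty vector control (EV), Smarcd1 overexpression (OE), scrambled hairpin control (shScr), and knockdown with either of 2 hairpins, called KD4 and KD6. KD stands for both hairpins together. Each of 2 tables, as deposited by the authors, holds estimated counts of reads per genomic region, not normalised, for all 15 libraries. The OE table was made for OE against EV and the KD table for KD against shScr. The study's methods describe alignment to mm39 with Bowtie2 in Partek Flow, removal of unaligned reads and peak calling with MACS. How regions of several libraries were merged, how duplicates were treated and whether reads were shifted for the transposase is not given in the sources used here. The study names Partek Flow for gene counts, without saying how reads over regions were counted. The submitters' processing notes instead name STAR 2.7.8a and mm39, and per the labels RNA was extracted and mRNA libraries were sequenced. Since these descriptions conflict, the values are called read counts throughout.

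Columns were matched to groups by the library name that each column's number and suffix share with a label. These names do not give the culture. They leave open that the columns hold another experiment on the same lines. The matching was made after counts over the chromosome 15 regions described in the results had been seen, in the matched and the unmatched columns. For 10 of the 15 samples the title, which the genotype label follows, places the library number in another group than the library name does, and the library name was followed for the columns. A further 15 columns of values in each table match no sample by name and entered no result. Columns carry no replicate number, so the replicate numbers of the titles could not serve as a block. Libraries 1 to 5, 6 to 10 and 11 to 15 each hold 1 library of every group and were used as 3 library sets. The labels say that replicates were seeded from different passages on subsequent days, without tying library numbers to days. Deviations from the group means correlated within library sets in 3 of 3 pairs of OE and EV libraries (r = 0.722 to 0.910) and in 9 of 9 pairs of KD and shScr libraries (r = 0.411 to 0.751). Across sets r was over 0.1 in 2 of 6 and 6 of 18 pairs, up to 0.720 and 0.584. All of these joined libraries 1 to 5 with libraries 11 to 15. The check thus sets libraries 6 to 10 apart, but it does not part libraries 1 to 5 from 11 to 15. The block was chosen after the data were seen, and fits with it had been run before this check was computed. Nothing says more about how separate the cultures were, so p-values measure the spread between these libraries.

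The OE table held 26229 regions with a median width of 420 bp, and library totals ran from 10776237 to 18546111 counts. The KD table held 73635 regions with a median width of 464 bp, and totals ran from 26674696 to 44262634. Of the values, 4.20% and 17.0% were not whole numbers, with a tolerance of 1e-06. They were rounded for the count models. No library had a value of 0 in any listed region. The 10 regions with most counts took 15.3 to 23.3% of a library in the OE table and 15.3 to 21.3% in the KD table. No pair of libraries of a group was close enough to be a repeat of the same library, since counts differed beyond sampling noise in every pair (chi-square per region of 3.79 or more).

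Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalisation and the filterByExpr filter, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. OE was compared with EV, and KD with shScr, each with only those libraries. A model of shScr, KD4 and KD6 gave each hairpin's difference from shScr and the difference between hairpins. SE of a log2 fold change was derived from the F statistic. CPM values are counts per 1e+06 reads of a library, scaled by TMM factors over the 15 libraries of a table. These designs, the rule for named regions and most alternatives were fixed before the data were examined. The alternatives fixed then were DESeq2 1.42.0, limma-voom (limma 3.58.1), other size factors, no filter, autosomes alone, an adjusted p threshold of 0.1, hairpins fitted singly and leaving out each library. Added after the data were seen were the library set as a block, leaving out libraries 6 to 10, the regions of the other table, the mean of the hairpin contrasts, a test of EV against shScr and the simulation of unchanged groups with library set effects. The rule named, per comparison, the 10 largest rises and 10 largest falls among regions that passed the test, had a mean count of at least 20 and separated all libraries. Where fewer than 20 passed, the regions of smallest p were named up to 20. Its clause on gene symbols could not be applied.

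The fits were tested on simulated data, with 200 regions changed in counts drawn from the observed means and dispersions. Of regions changed 4-fold, the tests recovered 67.3% for OE, 71.3% for KD, 37.4% for KD4, 58.2% for KD6 and 55.0% for KD6 against KD4. Of regions changed 2-fold they recovered 16.2%, 5.32%, 0%, 4.04% and 0%. With the block these shares were 100% and 92.9% for OE, 95.6% and 42.7% for KD, and 88.9% and 51.6% for KD4. False calls with the block were 20 of 148 for KD and 10 of 147 for KD4. The simulations without the block held no library sets, and the spread between sets was drawn as independent noise of each library. In the data the libraries of a set move together, so the shares without the block may not hold for them.

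The annotation used here is of NCBIM37 and a gene table of GRCm38, neither being mm39, so nuclear regions were not assigned to genes or gene sections. The gene section analysis, the 19 gene lists fixed in advance and Smarcd1 itself are therefore not reported by name. Mitochondrial regions were named from the NCBIM37 annotation, on the assumption that mm39 shares its mitochondrial sequence. Overlaps of at least 1 bp were counted as shared regions.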

Results

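Read counts over genomic regions were compared between 6DT1 cells, labelled as grown in spheroids, with raised or lowered Smarcd1, which encodes a subunit of the BAF chromatin remodelling complex. Column names do not give the culture, so the values may be those of another experiment on these lines. The groups were EV, OE, shScr, KD4 and KD6, with 3 libraries each. Regions of the OE table drew 10776237 to 18546111 counts per library and those of the KD table drew 26674696 to 44262634. Coordinates are those of mm39. Smarcd1 lies on chromosome 15, but its own position in mm39 was not looked up in an annotation here, and no region is assigned to it.

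Libraries 6 to 10, which hold 1 library of each group, stood apart from the other 10. The first principal component separated them and took 84.9% of the variance among OE and EV libraries and 61.4% among KD and shScr libraries. Spearman correlations between a library of this set and a library of another were 0.929 to 0.952 for OE and EV, against 0.985 to 0.991 between libraries outside it. For KD and shScr the ranges were 0.901 to 0.968 and 0.962 to 0.981. Each comparison is therefore given with and without the library set as a block where that changes the calls.

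**Figure D1:**
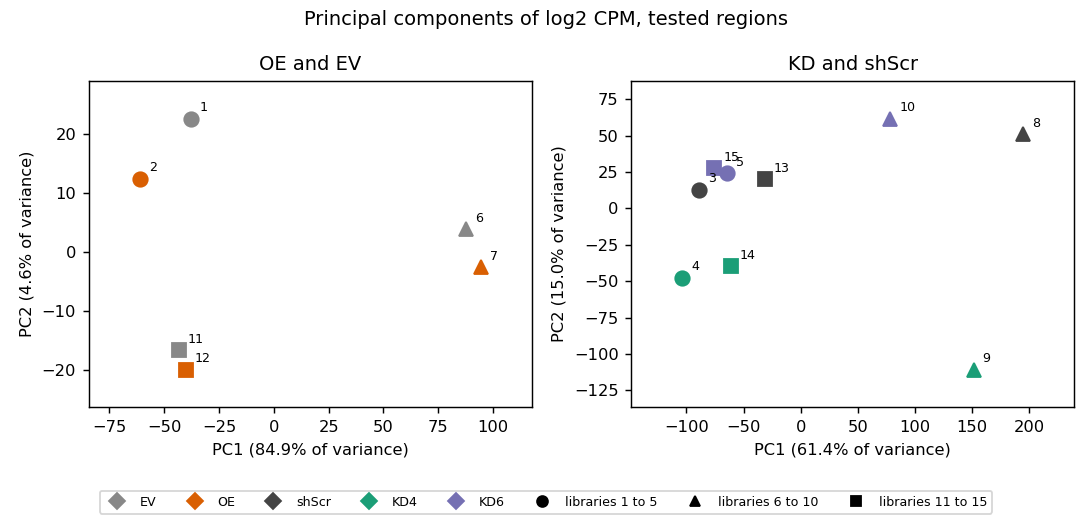
Principal components of log2 CPM of the tested regions, with PC1 on the horizontal and PC2 on the vertical axis and each point 1 library labelled with its number. Color gives the group and shape the library set, and libraries 6 to 10 lie on the right on PC1, which holds 84.9% of the variance for OE and EV and 61.4% for KD and shScr.

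OE was compared with EV to find regions that change when Smarcd1 is raised. The smallest p-values fell on a pair of neighbouring regions on chromosome 15. chr15:99600985-99601741 had 22.1 ± 1.80 CPM in OE and 8.87 ± 1.09 CPM in EV (SD, n = 3 each), a log2 fold change of 1.32 ± 0.13 (SE). chr15:99605203-99605841 had 22.8 ± 2.97 CPM in OE and 9.48 ± 0.673 CPM in EV, a log2 fold change of 1.27 ± 0.14. The regions that follow, chr15:99610070-99611144 and chr15:99611464-99611800, were looked at after the values were seen. Their log2 fold changes were 0.12 ± 0.13 and 0.11 ± 0.14, with 20.4 ± 2.33 and 8.38 ± 1.17 CPM in EV. By the quasi-likelihood test of edgeR, 0 of 25567 regions passed an adjusted p of 0.05. The smallest adjusted p was 0.485, and 74 regions had an unadjusted p under 0.05, where 1278 are expected by chance. limma-voom also gave 0 regions, with 86 at an unadjusted p under 0.05. With the library set as a block, 2 regions passed, the chromosome 15 pair, at adjusted p of 2.3e-09 and 6.14e-09, and 1153 had an unadjusted p under 0.05. The same pair passed with DESeq2 and without libraries 6 to 10. Left-out libraries raised the blocked count to 6 without library 11 and 34 without library 2, with 28, 17, 17 and 9 without libraries 1, 6, 7 and 12. With the block, a left-out library also takes its partner of the set out of the comparison. These counts therefore rest on the remaining sets and do not show the influence of single libraries.

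The other 18 regions named for OE against EV had log2 fold changes from 0.36 to 1.40 where higher and from -0.35 to -0.47 where lower, and none passed edgeR's adjustment with or without the block. chr7:35388125-35389709 had 9.88 ± 0.749 CPM in OE and 7.41 ± 0.285 in EV. chr15:85914578-85915120 had 4.47 ± 0.347 in OE and 3.01 ± 0.180 in EV. chr5:93418830-93419276 had 5.29 ± 0.490 in OE and 7.33 ± 0.290 in EV. All libraries of OE and EV were separated at each of the 20 named regions, as at 3.34% of tested regions, where chance separates 10%.

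**Figure D2:**
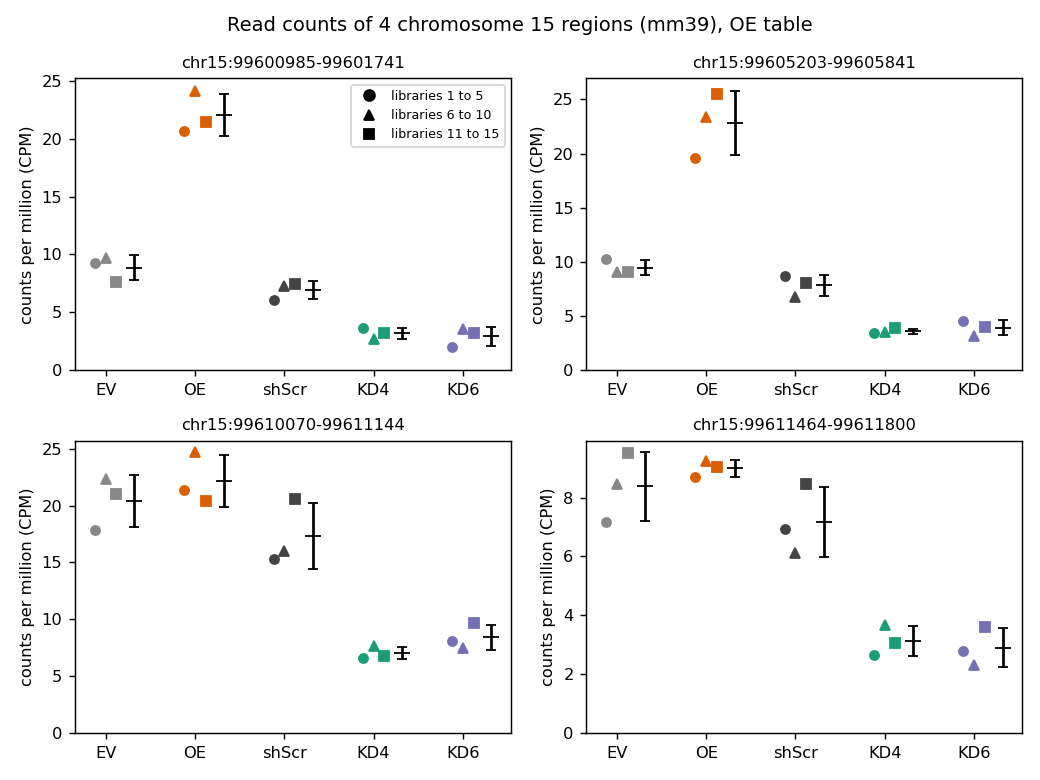
CPM of 4 regions of chromosome 15 in the OE table, 1 panel each, with the group on the horizontal axis, each library as a point shaped by its library set, and the mean with SD beside it (n = 3). OE lies above EV in the upper panels and near it in the lower ones, while KD4 and KD6 lie below shScr in all 4.

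KD was compared with shScr to find regions that change when Smarcd1 is lowered. Over the same 4 chromosome 15 regions of the OE table mean counts were lower with both hairpins. chr15:99600985-99601741 had 6.94 ± 0.752 CPM in shScr, 3.19 ± 0.462 in KD4 and 2.94 ± 0.809 in KD6. chr15:99605203-99605841 had 7.85 ± 0.971, 3.61 ± 0.236 and 3.93 ± 0.718. chr15:99610070-99611144 had 17.3 ± 2.90, 7.03 ± 0.562 and 8.41 ± 1.11, and chr15:99611464-99611800 had 7.17 ± 1.19, 3.12 ± 0.517 and 2.90 ± 0.660. The log2 fold changes of KD against shScr were -1.17, -1.06, -1.16 and -1.25, with edgeR adjusted p of 0.194, 0.174, 0.097 and 0.174, and of 0.185, 0.123, 0.115 and 0.122 with the library set as a block. In the model of single hairpins without the block, adjusted p was 0.112, 0.0531, 0.0142 and 0.0777 for KD4, where 1 of the 4 passed, and 0.310, 0.352, 0.308 and 0.310 for KD6. With the block, each of the 4 passed for KD4 (adjusted p 0.0203, 0.00644, 0.00103 and 0.00912) and for KD6 (0.0462, 0.0465, 0.0282 and 0.0282). In the KD table the region of the stretch with the most reads, chr15:99604387-99604631, was not lower with both hairpins. It had 76.1 ± 11.5 CPM in shScr, 102 ± 54.3 in KD4, 71.5 ± 7.78 in KD6, 83.0 ± 32.7 in EV and a mean of 87.5 in OE. chr15:99610062-99610250 had 0.488 ± 0.0530 CPM in shScr, 0.0622 ± 0.0185 in KD4 and 0.137 ± 0.0505 in KD6, and 0.916 ± 0.206 in OE against 0.330 ± 0.0328 in EV (edgeR adjusted p of OE 1.00, and 0.657 with the block).

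Among regions of the KD table, 14 of the 20 named had higher counts in KD and 6 lower. chr3:86033961-86035766 had 17.6 ± 2.50 CPM in KD (n = 6) and 7.08 ± 0.597 in shScr (n = 3), a log2 fold change of 1.31 ± 0.18. Near it, chr3:85991674-85992664 had 14.7 ± 2.38 and 6.30 ± 0.808 CPM, and chr3:86011389-86011646 had 3.09 ± 0.299 and 1.29 ± 0.0871 CPM. chr10:5782471-5783143 had 1.52 ± 0.294 in KD and 0.260 ± 0.108 in shScr, and chr13:100634826-100635423 had 1.57 ± 0.454 and 0.345 ± 0.145. Lower in KD were chr4:146318035-146319698, with 0.814 ± 0.200 against 3.01 ± 0.603 CPM, and chr17:26661217-26662397, with 1.57 ± 0.332 against 4.58 ± 1.57 CPM. chr15:99610250-99611805 had 5.59 ± 1.02 in KD and 12.7 ± 1.74 in shScr. At chr4:146318035-146319698 EV had 0.826 ± 0.169 and OE 0.765 ± 0.0925 CPM, levels near those of KD, and at chr17:26661217-26662397 EV had 1.11 ± 0.166 and OE 0.976 ± 0.412. At chr15:99610250-99611805 EV and OE instead had 15.2 ± 3.66 and 16.2 ± 4.68 CPM.

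In the count of regions that differ in KD vs shScr, edgeR called 0 of 69914 (smallest adjusted p 0.271), with 1239 at an unadjusted p under 0.05, where 3496 are expected by chance. limma-voom called 0, with 1224 at an unadjusted p under 0.05. DESeq2 called 14 higher and 3 lower, among them chr3:86033961-86035766 and chr4:146318035-146319698. With the block edgeR called 0, with a smallest adjusted p of 0.0712 and 3741 at an unadjusted p under 0.05. The mean of the hairpin contrasts in the 3-group model gave 0 regions without the block (1730 at an unadjusted p under 0.05) and 25 higher and 53 lower with it.

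Each hairpin was compared with shScr in its own right. In KD4, counts fell over some of the regions with most reads. chr2:75469444-75473153 had 392 ± 42.1 CPM in KD4 and 1260 ± 29.4 in shScr, a log2 fold change of -1.68 (edgeR adjusted p 0.0305). chr11:86702724-86706182 fell from 704 ± 121 to 175 ± 28.6 CPM, a log2 fold change of -2.00 (adjusted p 0.0202). In the other groups these regions lay far above KD4, with 1640 and 751 CPM in KD6 and 1927 and 993 CPM in EV. chr11:46370154-46373155 fell from 14.6 ± 2.13 to 3.51 ± 0.395 CPM, a log2 fold change of -2.06, and chr19:4112723-4114476 fell to 4.09 ± 0.897 CPM with a log2 fold change of -2.05. chr17:28391008-28392493 rose from 0.908 ± 0.398 to 5.26 ± 1.26 CPM, a log2 fold change of 2.52. On chromosome 6, chr6:39439412-39440364 rose from 3.11 ± 0.424 to 14.3 ± 5.38 CPM and chr6:72603474-72604614 from 1.83 ± 0.402 to 8.99 ± 3.62 CPM.

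Among regions that differ in KD4 vs shScr, edgeR called 12 higher and 64 lower, all 76 also being called with the block. The block gave 349 higher and 420 lower, and this count was 230, 228, 301 and 399 without libraries 3, 13, 14 and 15 and 1591 and 1235 without libraries 9 and 10. Without the block the 76 calls depended on single libraries, with 0 left without library 3, 4, 13 or 14, 22 without 5, 29 without 10 and 13 without 15. Fitted with shScr alone KD4 gave 0 calls (2299 at an unadjusted p under 0.05).

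**Figure D3:**
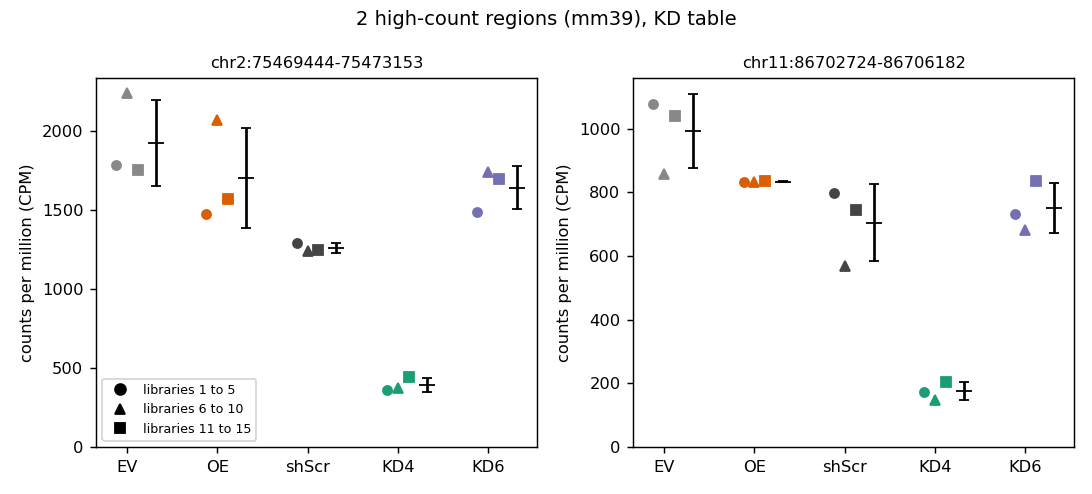
CPM of chr2:75469444-75473153 and chr11:86702724-86706182 in the KD table, with the group on the horizontal axis, each library as a point shaped by its library set, and the mean with SD beside it (n = 3). The KD4 libraries lie below every library of the other 4 groups in both panels.

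In KD6 the named regions included chr5:52694905-52696063, with 3.49 ± 0.326 CPM against 0.476 ± 0.151 in shScr, a log2 fold change of 2.86 (edgeR adjusted p 0.155; 0.000383 with the block). chr6:48820893-48822755 had 2.19 ± 0.194 against 11.2 ± 3.36 CPM, a log2 fold change of -2.35 (0.458; 0.000182). There KD4 had 11.4 ± 4.67 CPM, while EV, at 3.38 ± 1.21, and OE, at 2.98 ± 1.32, lay near KD6, and EV differed from shScr with the block (adjusted p 4.53e-05). chr10:43459101-43460259 had 3.82 ± 1.29 against 0.661 ± 0.209 CPM, with 1.62 ± 0.720 in EV, which also differed from shScr with the block (adjusted p 0.0475). A stretch of chromosome 6 from 38664623 to 38693158 held 6 regions called higher in KD6 with the block, with a median log2 fold change of 1.09. edgeR called 0 regions in KD6 without the block, with 1745 at an unadjusted p under 0.05, and 40 higher and 36 lower with it. With the block, leaving out library 15 left 5 calls, libraries 8 or 10 left 12, library 13 left 13 and libraries 3 or 5 left 29, while leaving out library 4 or 9 raised the count to 214 or 803.

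With the block, 23 regions were called for both hairpins, 20 of them in the same direction. Of these, 10 were higher and 10 lower, where independent lists would share 0.200 and 0.216 regions. They included chr3:86033961-86035766, chr10:5782471-5783143, chr17:26661217-26662397 and chr15:99610250-99611805. The hairpins share their control libraries, so independent lists are not the baseline for unchanged groups. Some or all of this excess may come from shScr, and no overlap of unchanged groups was simulated. Across all regions, which are not independent replicates, the hairpins' log2 fold changes had a Pearson correlation of 0.305 and a covariance of 0.0414, and simulated unchanged groups with library set effects gave 0.488 and 0.0362. Simulated without set effects, with the spread between sets counted as noise, they gave 0.495 and 0.0925. The control was not split, since a part would keep 1 library.

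The hairpins were then compared with each other. chr5:52694905-52696063 was higher in KD6 than in KD4, at 3.49 ± 0.326 against 0.195 ± 0.0484 CPM, a log2 fold change of 4.17 (edgeR adjusted p 0.00246). chr11:46370154-46373155 was at 22.4 ± 3.25 in KD6 and 3.51 ± 0.395 in KD4, a log2 fold change of 2.67. chr3:90576825-90577325 was at 9.03 ± 1.96 in KD6 and 1.22 ± 0.701 in KD4. Higher in KD4 was chr13:60322519-60323574, which had 0.525 ± 0.341 CPM in KD6 and 5.42 ± 1.81 in KD4, a log2 fold change of -3.35. On chromosome 17, 4 regions from 28390234 to 28393739 had log2 fold changes from -2.62 to -3.10. edgeR called 140 regions higher and 67 lower in KD6 than in KD4, all also called with the block, which gave 1112 higher and 1980 lower. Leaving out libraries changed the unblocked count to 34 without library 15, 50 without 10, 51 without 5, 57 without 14, 84 without 4, 107 without 13, 131 without 3 and 680 without 8. The blocked count was 977, 1308 and 1487 without libraries 15, 10 and 14 and 5051 without library 9. At the 207 regions shScr lay between the hairpins in 196 and nearer KD6 in 182, and EV and OE lay nearer KD6 in 199. At the 3092 regions called with the block shScr lay between the hairpins in 2799, nearer KD6 in 2040 and nearer KD4 in 1052, and EV and OE lay nearer KD6 in 2724. Regions chosen for a large difference between the hairpins would place most other groups between them. The counts of shScr between the hairpins thus follow largely from that choice, and no baseline over other regions was computed.

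**Figure D4:**
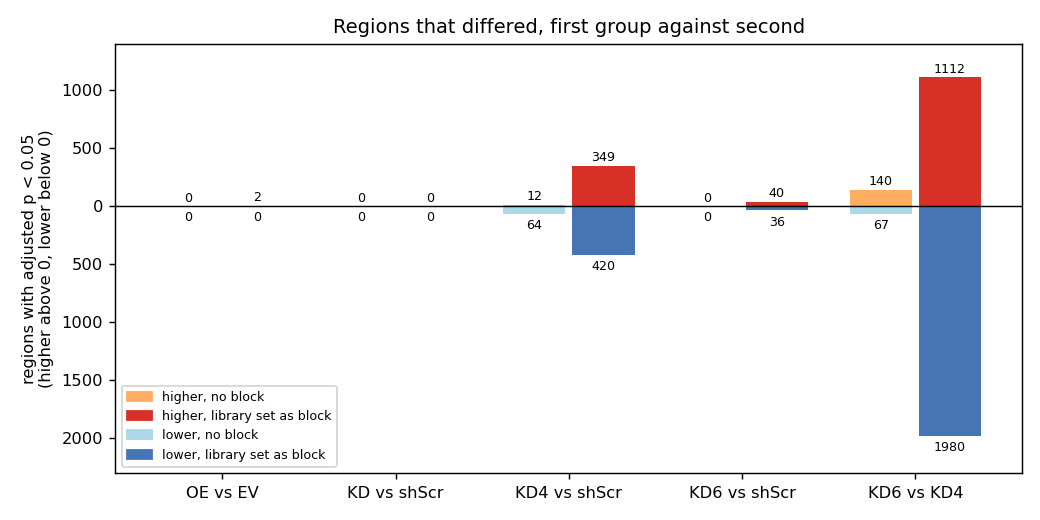
Regions with an edgeR adjusted p under 0.05 in each comparison, with rises drawn above 0 and falls below it, in pale bars without and dark bars with the library set as a block. The KD6 to KD4 comparison has the most, with 1112 higher and 1980 lower with the block.

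The study asked whether raised and lowered Smarcd1 share changes. Of 24956 regions of the OE set that overlap a region of the KD table, edgeR called 0 in OE against EV and 0 in KD against shScr, and so 0 in both. At unadjusted p under 0.05 there were 72 and 360, with 2 in both, where 1.04 are expected (Fisher's exact p 0.279). These were chr5:117911797-117912063 and chr5:122819548-122820284, both with higher counts in OE and KD. Tested over the regions of the OE table, 74 and 651 regions had unadjusted p under 0.05, with 8 in both, where 1.89 are expected (Fisher's exact p 0.000601). With the block there were 1145 and 1051, with 63 in both, where 47.3 are expected (Fisher's exact p 0.0223). Fisher's test takes regions as independent, which neighbouring regions such as the chromosome 15 pair need not be. Of the 8, 5 were higher in both, and 3 were higher in OE and lower in KD, among them chr15:99600985-99601741 and chr15:99605203-99605841. Of the 63, 29 were higher in both and 15 lower in both, while 14 were higher in OE and lower in KD and 5 the reverse. Log2 fold changes had a Pearson correlation of 0.0686 and a Spearman correlation of 0.0232 across regions, which are not independent replicates.

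The direction over all tested regions depended on the scaling, and TMM itself centres most regions near 0. With TMM, counts were higher in OE than in EV at 50.2% of regions, with a median log2 fold change of 0.00, and higher in KD than in shScr at 57.2%, with a median of 0.04. For OE the share was 67.8% when libraries were scaled by total counts and 39.0% among the upper portion of regions by mean count. For KD it was 51.2% and 50.0%, and leaving out single libraries moved it between 46.9% and 59.1%.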

Values the study reported

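For cells in sphere culture, the study reported RNA-seq differences at a p value threshold of 0.05 in 281 genes with Smarcd1 overexpression and in 1190 genes with knockdown. Adding an FDR threshold of 0.1 left 1 gene, Smarcd1 itself, with overexpression and 34 genes with knockdown. From ATAC-seq of spheres, the study's Venn diagram gave 436 genes with open chromatin in the OE and KD lines and 158 in the controls. In its matching counts for monolayer cells, the genes were those not open in the other lines. The sphere counts are therefore not taken here as totals of open genes. Across culture types, 11 genes were shared by all Smarcd1-altered cells.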

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

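Tests on library sets and on library 9 were chosen after the results were seen, as was counting regroupings of the KD4, KD6 and shScr libraries by their largest comparison, done after counts by single comparison had been seen.

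The effects of the 2 hairpins differed by edgeR's test of KD6 against KD4 at 207 regions, and at 3092 with the library set as a block. Modelling the library sets raised the count to 3092. Since each set holds 1 library of each hairpin, this could not show the sets as a cause. Library 9 does not account for the difference, with 250 regions called without it, 168 of them among the 207. Gains or losses of wide chromosome segments would carry neighbours along, but regions 200 to 500 kb from the 207 had a median signed log2 fold change of 0.027, against 1.86 at the called regions and 1.62 within 10 kb. For the 3092 it was higher, at 0.112 ± 0.007 (SE), against 1.04 at the called regions and 0.813 within 10 kb. Of 33 regroupings of the 9 libraries 2 held a comparison of 207 regions or more. The highest other was 23525, with libraries 8, 9 and 10 as a group, so chance cannot be excluded without the block. With the block, of 36 within-set regroupings 1, the real one, held 3092, the highest other being 1632. That share is under 0.05, but the block and this way of counting were chosen after the data were seen. Chance is therefore not excluded with the block either. False calls of the blocked test between hairpins were not simulated. Off-target effects of a hairpin, differences between the cell lines that carry them and an unequal loss of Smarcd1 stay open as explanations, and none was tested.

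At chr8:84656151-84656894, library 9 of KD4 had 2.33 CPM, apart from the other 5 KD libraries at 1.39 to 1.61. At chr1:152393350-152394939 it had 9.01 CPM, against 4.99 to 6.02 in the others. Of 28 sets of values tested in this way, 2 had such a library, where chance gives 1.4.

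The other counts were set against splits of the same libraries too. For OE against EV, all 10 splits gave 0 regions or more, the highest other being 0, and with the block all 4 within-set splits gave 2 or more, the highest other being 44 for libraries 1, 7 and 12 against 2, 6 and 11. These splits are too few for a share under 0.05. For KD against shScr all 84 splits gave 0 or more, which any data would give against a count of 0 and so tests nothing. Setting libraries 8, 9 and 10 against the rest called 31234 regions, which points to that set as standing apart. Setting libraries 3, 4 and 5 or libraries 13, 14 and 15 against the rest called 0. For KD4, 2 of 33 regroupings held a comparison of 76 or more, the highest other being 23525 for libraries 3, 4 and 13 against 8, 9 and 10. With the block 2 of 36 held one of 769 or more, the highest other being 1632 for libraries 3, 10 and 15 against 4, 9 and 14. By these counts chance cannot be excluded for KD4. Yet 4, 9 and 14 are all the KD4 libraries, so that comparison is not free of a KD4 effect. Without the block the other regrouping puts libraries 8, 9 and 10 in a group of their own, which ignores the library sets. By single comparisons, which share libraries within a regrouping, the counts were 4 of 99 and 3 of 108. For KD6 without the block all 33 reached 0, which tests nothing. With the block 6 of 36 held a comparison of 76 or more, so chance cannot be excluded. Of the 8 such comparisons outside the real groups, 6 kept the KD4 libraries together and 1 those of KD6, so these are not splits free of a hairpin's effect.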

How the results depend on the processing

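The library block, the omission of libraries 6 to 10, the other table's regions and the mean hairpin contrast were chosen after the data were seen. Of 1358 alternative values for 100 results of named regions, some being named in several comparisons, 1019 kept direction and side of the threshold, 259 lost the call, 80 gained it and 0 reversed. The named regions of OE, KD and KD6 had no call to lose, so all losses were in KD4 and in KD6 against KD4. Leaving out single libraries lost the call in 138 of 180 values for KD4 and 101 of 180 for KD6 against KD4. Fitting KD4 with shScr alone lost it in 20 of 20. Counts of calls changed by over 1.5 times as follows, and the cause was not tested. With the library set as a replicate block OE gave 2, KD4 769, KD6 76 and KD6 against KD4 3092, KD kept 0, and the mean of the hairpin contrasts gave 78. With the block over the other table's regions KD4 gave 394, KD6 29, KD6 against KD4 1632 and OE 3, of which 1 was higher, by a log2 fold change of 0.56. DESeq2 gave 2 for OE and 17 for KD. Without libraries 6 to 10 the counts were 2, 3551, 326 and 6442 for OE, KD4, KD6 and KD6 against KD4. KD4 fitted with shScr alone gave 0, with fewer libraries. Leaving out 1 library gave 0 to 83 for KD4 and 34 to 680 for KD6 against KD4, and with the block 6 to 34 for OE, 228 to 1591 for KD4, 5 to 803 for KD6 and 977 to 5051 between hairpins. The blocked log2 fold changes of chr15:99600985-99601741 and chr15:99605203-99605841 in OE were 1.33 and 1.28. The share of regions higher in OE was 48.4% with median-of-ratios factors, 67.8% with total counts (median log2 fold change 0.048) and 39.0% in the upper portion by mean (median -0.021). In KD it was 51.2% with total counts (median 0.0068) and 50.0% in the upper portion (median -6.08e-05). Shared regions of OE and KD numbered 2 at unadjusted p, 8 over the regions of the OE table and 63 there with the block, with the expected numbers given in the results. No paired analysis was possible with the replicate numbers of the titles because the columns carry none, and the gene sections, the gene lists and Smarcd1 by name were not run. In simulated data 2-fold changes were recovered at 16.2% of changed regions for OE, 5.32% for KD and 0% for KD4 without the block, and at 92.9%, 42.7% and 51.6% with it. How far counts per region limit this was not tested. The simulations without the block held no library sets, so their shares may not hold for these data.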

Other observations

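The tests described in this part were chosen after the results were seen.

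Reads over mitochondrial DNA took the largest share of a library in KD6. In the OE table they were 12.5 ± 1.33% of counts in KD6, 8.81 ± 0.555% in shScr, 9.13 ± 1.65% in KD4, 9.87 ± 0.519% in EV and 10.0 ± 1.64% in OE (SD, n = 3). KD6 was highest of the 5 groups in 3 of 3 library sets, and against shScr the exact permutation test gave p = 0.1, two-sided, the smallest that 3 against 3 allows. Counts over each of the 9 mitochondrial regions were higher in KD6 than in shScr by edgeR's estimate, with log2 fold changes from 0.48 over mt-Nd1 to 0.70 over mt-Nd5, but their edgeR adjusted p was 1.00 without the block and 0.333 to 0.545 with it. Between the hairpins, with the block, 1 passed, over mt-Nd2 (adjusted p 0.0455).

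The control lines also differed from each other in the fit with the library set as a block. edgeR called 0 of 68128 regions between EV and shScr without the block, with 921 at an unadjusted p under 0.05, and 97 higher and 270 lower in EV with it. Of the 78 regions called in the mean of the hairpin contrasts with the block, 40 also differed between EV and shScr, 33 of them in the direction of KD. Of the 20 regions called in the same direction for both hairpins, 10 also differed between EV and shScr, all in the direction of KD. One is chr4:146318035-146319698, where EV was lower than shScr by a log2 fold change of -1.84 (adjusted p 0.00219). EV and OE both lay nearer to KD than to shScr at 13 of these 20, at 46 of the 78 and at 45.7% of all tested regions. They did so at 10 of the 20 regions of smallest p in KD against shScr. The called regions and those of smallest p were chosen with the same shScr libraries that EV was compared with. Spread in shScr alone would favour such overlaps in the direction of KD, so they do not show a difference of the lines. The calls of EV against shScr were not set against splits of the libraries, so chance is not excluded for them.

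The mitochondrial reads bear on what the libraries hold. If they came from RNA, regions should lie inside genes, and 9 of 9 in the OE table lay within a single protein-coding or rRNA gene, where random placement gives 3.38 (permutation p = 5e-05). Of those of the KD table, 14 of 15 did, where 6.54 are expected (permutation p = 1e-05, the smallest the placements can give). Even access to mitochondrial DNA would give similar counts per kb. The highest was 25.9 times the lowest in the median library of the KD table and 3.95 times in the OE table. The KD table was chosen for this test after both values were seen. By medians over libraries, its lowest region was a piece of 58 bp with 23724 counts per kb. Beside it lay pieces of 229 and 240 bp with 32987 and 77329, while the other regions ran from 119670 to 620580. The value of 25.9 thus rests on narrow pieces. Reads from RNA are thus a candidate explanation, as in the RNA protocol of the labels, while uneven transposase access and the peak caller's choice of regions stay open and untested.

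The 4 chromosome 15 regions may belong to Smarcd1, which lies on that chromosome, but no mm39 annotation was used to place them, and columns were matched to groups after counts over them had been seen. Of the regions of the OE table, 2 rose over 2-fold in OE and fell over 2-fold in both hairpins, both in this block, and 0 regions outside it did, of 25439 tested, but this does not test chance, since the criterion was set from these regions and chr15:99605203-99605841 met it only narrowly in KD6. The study's methods describe overexpression from a Smarcd1 cDNA with a C-terminal Myc tag. If reads came from this added coding sequence, its exons would gain reads and untranslated parts would not. The OE log2 fold changes of the 4 regions ranged over 1.21 with a largest SE of 0.14, those of KD over 0.20 with one of 0.20. These values prompted the hypothesis and so do not test it. Reads from the added coding sequence and a local change of chromatin both stay open for the rise in OE. The added coding sequence would not explain the lower counts in KD4 and KD6, since the study's methods describe those lines as made with hairpins. Reads from RNA, the candidate named for the mitochondrial regions, also stay open here and were not tested. In the KD table chr15:99604387-99604631, within the stretch, had 76.1 CPM in shScr, 102 in KD4 and 71.5 in KD6, and chr15:99610062-99610250, beside regions level in OE, had 0.916 in OE and 0.330 in EV, with 0.488 in shScr, 0.0622 in KD4 and 0.137 in KD6.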
